A study of Mus musculus with 3 samples. Its data were reported in "Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation" (2022).

How the data were processed

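ATAC-seq was carried out on 3 samples of mouse ES cell derivatives (HM1 line, strain 129), 1 in each of the groups SOX2-ON, SOX2-OFF and CEpiLC. Per the labels, 50000 cells were used per sample and libraries were amplified with at most 12 PCR cycles. Groups were taken from the labelled doxycycline treatment and genotype.

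The authors trimmed reads with Trim Galore, aligned them to mm10 with BWA, filtered alignments, removed mitochondrial reads and called broad peaks with MACS in the nf-core/atacseq pipeline. One list of broad peaks was deposited per sample, and the peak names carry the tag of a single merged library, so peaks were called per sample and not on samples pooled across conditions. Whether several preparations were merged within a sample is not stated. For each peak, the deposited fold enrichment is the ratio of the read pileup to the caller's local background within the same library, averaged over the peak. The deposited −log10 p and −log10 q of each peak come from the same caller, and all lists ended at a q of 0.1. The deposited score of each peak equalled 10 times its −log10 q, within 1, and was not used further. All per-peak values are the authors'. They grow with depth, so they were used only to describe, rank or filter peaks within a list, except in the background estimate described next, where they were first converted to pileups. No control library is described for the calls. Broad calling joins neighbouring sites, and the settings by which transposase cut positions were shifted or extended are not stated, so peak edges and widths are approximate.

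Peaks on chromosomes 1 to 19, X and Y were kept, which was every row of each list. All lay within the chromosome ends of GRCm38, the same build as mm10. The depth behind each list was estimated because read totals were not used. Under the Poisson model of MACS, fold enrichment and −log10 p together determine the background and the pileup of a peak, and these were solved for each peak. As both values are averages over broad peaks, the solution is approximate. The background floor of a library was the 1st percentile over narrow peaks with −log10 q under 3. Dividing it by the smallest peak width, assumed to be the mean fragment length, gave a relative depth. As a guide to copy number, peaks that overlapped a transcription start and were shared by all 3 lists were taken. Their median pileup was computed per chromosome, relative to the 16 autosomes other than 6, 8 and 11.

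Overlaps were computed with bedtools 2.31.1. A peak was shared if at least 10% of its length was covered in the other list and exclusive if this held for neither other list. Strong peaks were the strongest 20000 of a list by −log10 p. The Jaccard index was set beside 20 seeded random placements of 1 list on the same chromosomes. Shares are given with Wilson 95% intervals, which cover counting error only, since peaks are not replicates and PCR reads are not independent molecules. No test between groups and no paired analysis was possible because each group had 1 sample. Transcription starts, exons and genes came from GENCODE M21 on GRCm38. A promoter peak lay within 1 kb of a start.

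For motifs, 13 consensus sequences were searched on both strands in the central 200 bp of each peak, with up to 2 mismatches for the long OCT-SOX and CTCF motifs. Each share was compared with 1000 random sets drawn from peaks of the same list shared by all 3 samples, in 10 bins of GC content by 5 of width (at most 3 bins each for sets under 100 peaks). A percentile counts ties at equal weight to both sides. For SOX and FOX in the 21 strong exclusive SOX2-OFF peaks, rounding could count ties as below. Their shares are therefore set against the bound only. A set was called above or below its matched sets outside the 2.5th to 97.5th percentiles. As controls for base composition, the SOX and GATA motifs were read backwards and compared with 200 reorderings of their own bases that contained no CG. Gene lists were naive pluripotency (Klf2, Klf4, Klf5, Nanog, Nr5a2, Esrrb, Tfcp2l1, Zfp42, Prdm14, Tbx3), anterior epiblast and neural (Otx2, Pax3, Sox1, Sox3, Pax6, Zic1, Hesx1, Six3, Pou3f1, Pou3f2), early streak and mesendoderm (Nodal, Eomes, Mixl1, Gsc, Foxa2, Sox17, Lhx1, Gata4, Gata6, Cer1) and caudal epiblast and paraxial mesoderm (T, Cdx1, Cdx2, Cdx4, Nkx1-2, Tbx6, Msgn1, Meis3, Wnt3a, Fgf8, Hoxb8, Hoxb9). All of these genes were found in the annotation. Exclusive peaks in the gene body and 50 kb on either side were summed and compared with 10000 random lists of coding genes matched on the total number of peaks in the window. The lists follow themes of the study, which examined expression and occupancy at many of these genes in the same cell states, so they are not independent of it.

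The groups, the comparisons, the strong-peak rule, the motifs, the gene lists and the alternatives were chosen before the data were examined, except the alternatives without chromosomes 6, 8 and 11, the strength-matched motif comparison, the restriction to peaks with few repeats and the tests named as later in the closing observations. Named peaks were, for each sample, the 3 strong exclusive peaks with the highest −log10 p. Named genes were loci that the study displays, Klf2, Otx2, Pax3, Nanog, Nodal, T, Cdx2, Meis3 and Tbx6, with Sox2 and Hprt as sites of the engineering. Other genes are named only as the nearest to a named peak. Alternatives changed 1 choice at a time, covering the overlap that counts as shared, the −log10 q threshold, the number and ranking of strong peaks, 500 bp intervals at midpoints, the join distance for merged regions, the chromosomes, the promoter distance, the matching of motif sets and the gene window.

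The overlap, background, motif and gene-list steps were tested on simulated data first. All of 108086 simulated overlap calls matched the simulated sharing. The simulated peaks lay well apart, and shared ones had the same width and nearly the same position. This match therefore checks the code and does not show how the rule performs on broad or joined peaks. Of 200 motif sets with no planted motif, 2.0% fell above and 0.5% below the central 95% of their matched sets, and all 40 sets with the SOX motif planted in 10% of peaks fell above. Of 400 gene lists with no difference, 3.5% fell outside the central 95%, and 99.8% of 400 lists with doubled peaks fell above it. The simulated genes shared no peaks. Analyses used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Expression, occupancy and nucleosome data of the study were not analysed here.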

Results

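Accessible chromatin was mapped by ATAC-seq, in which a transposase cuts and tags exposed DNA, in mouse embryonic stem (ES) cells differentiated for 72 h towards caudal epiblast-like cells (CEpiLCs). The cells received 10 ng/ml bFGF and 5 µM LGK974, which blocks WNT secretion, and after 2 days also CHIR99021, which activates WNT signalling. The 3 samples formed 3 groups of 1 sample. The CEpiLC sample was wild type. The SOX2-ON and SOX2-OFF samples came from a single engineered line whose own Sox2 genes had been inactivated and which carried a doxycycline-inducible Sox2 transgene. Doxycycline, given at 1 µg/ml, was kept on in SOX2-ON and was taken away in SOX2-OFF. The comparison of SOX2-ON with SOX2-OFF asked how accessibility differed with induction of the transgene, and the comparisons with CEpiLC asked how each state of the engineered line related to the wild type. There were no replicates, so no difference could be set against a spread between samples and no p-value was calculated. Each 95% Wilson interval below covers counting error over peaks only.

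The authors' peak lists were of similar length, with 129843 peaks in SOX2-ON, 131520 in SOX2-OFF and 130348 in CEpiLC. They covered 102 Mb, 124 Mb and 93.7 Mb respectively, with median peak widths of 621, 741 and 526 bp. A −log10 q of 5 in the authors' column was reached by 48907 peaks (37.7%) in SOX2-ON, 45146 (34.3%) in SOX2-OFF and 29219 (22.4%) in CEpiLC. Ranked by −log10 p, peak number 20000 had a value of 26.4 in SOX2-ON, 21.2 in SOX2-OFF and 10.6 in CEpiLC. Both values grow with depth and enrichment, so they describe each list and do not show a difference in accessibility between samples. Of the alternatives to these counts, a −log10 q of at least 2 moved them most and left 84500, 84954 and 69647 peaks.

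Read totals were not used here, and depth was inferred from the peak values. The lowest background implied by fold enrichment and −log10 p was 35.6 reads in SOX2-ON, 43.2 in SOX2-OFF and 26.6 in CEpiLC. If the smallest peak width of each list (162, 196 and 149 bp) is taken as its mean fragment length, which was assumed, the depth of SOX2-OFF was 1.00 times and that of CEpiLC 0.812 times that of SOX2-ON. The mean height of the strongest 20000 peaks over this background was 12.0 in SOX2-ON, 8.63 in SOX2-OFF and 5.48 in CEpiLC. A peak absent from a list was therefore not detectable at the depth and enrichment of that library, and is not shown to be closed chromatin.

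Peaks were unevenly spread over chromosomes. In SOX2-ON, chromosome 6 held 19166 peaks (128 per Mb) and chromosome 8 held 16235 (125 per Mb), which was 3.12 and 3.05 times the median of 41.1 per Mb over the 16 autosomes other than 6, 8 and 11. SOX2-OFF had the same excess, with 20161 peaks on chromosome 6 and 15870 on chromosome 8, or 3.29 and 3.00 times its median of 40.9 per Mb. CEpiLC did not, with 0.930 times its median of 45.3 per Mb on chromosome 6 and 1.01 times on chromosome 8. In CEpiLC the excess lay on chromosome 11, which held 22008 peaks (180 per Mb, 3.98 times the median), against 1.45 times in SOX2-ON and 1.49 times in SOX2-OFF. Densities over the 16 other autosomes ranged from 31.9 to 49.3 per Mb in SOX2-ON, from 34.1 to 48.3 in SOX2-OFF and from 34.9 to 60.7 in CEpiLC. Because these chromosomes separated the engineered line from the wild type, comparisons are also given without chromosomes 6, 8 and 11, a setting chosen after the counts per chromosome were seen.

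**Figure D1:**
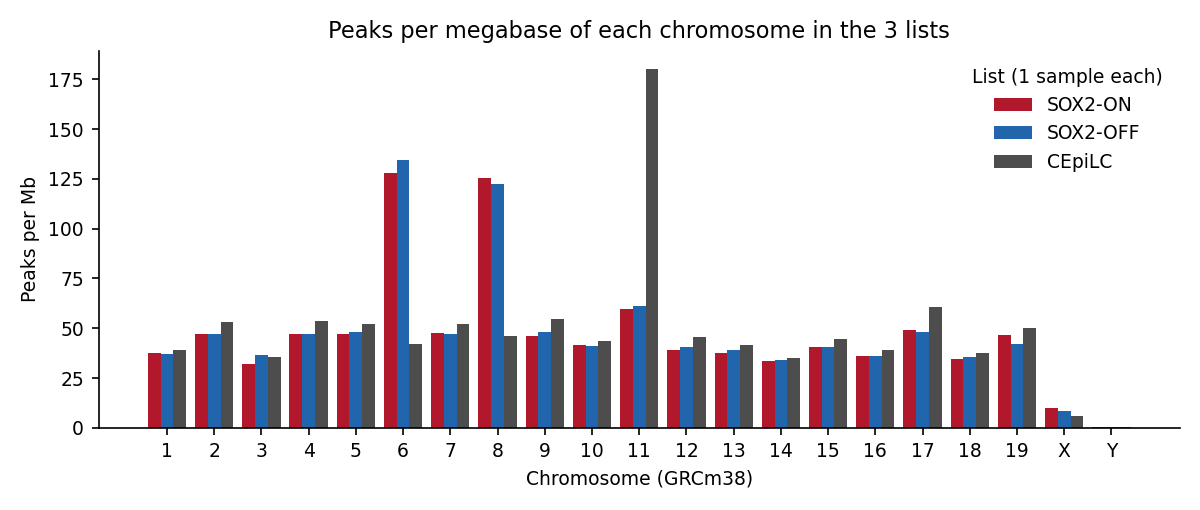
Peaks per Mb (y axis) on each mouse chromosome (x axis, mm10) in the SOX2-ON, SOX2-OFF and CEpiLC lists, with 1 sample per group. SOX2-ON and SOX2-OFF stand out on chromosomes 6 (128 and 135 per Mb) and 8 (125 and 123 per Mb), and CEpiLC on chromosome 11 (180 per Mb).

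A peak was counted as shared when at least 10% of its length was overlapped in the other list. Of SOX2-ON peaks, 64.95% (Wilson 95% interval 64.7 to 65.2) were shared with SOX2-OFF and 51.2% (50.9 to 51.4) with CEpiLC. Of SOX2-OFF peaks, 62.0% (61.7 to 62.2) were shared with SOX2-ON and 55.7% (55.4 to 56.0) with CEpiLC. Of CEpiLC peaks, 51.6% (51.4 to 51.9) were shared with SOX2-ON and 59.1% (58.9 to 59.4) with SOX2-OFF. The alternative that moved a share most was a −log10 q of at least 5, under which the share of CEpiLC peaks found in SOX2-ON rose to 87.6%. Without chromosomes 6, 8 and 11 the share of SOX2-ON peaks found in SOX2-OFF was 64.9%, whereas the share found in CEpiLC rose to 59.2%. The share of SOX2-OFF peaks found in CEpiLC rose to 65.5%, above the 62.4% found in SOX2-ON.

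The Jaccard index of covered bases, which is the shared length over the joint length, was 0.420 for SOX2-ON and SOX2-OFF, 0.348 for SOX2-ON and CEpiLC and 0.376 for SOX2-OFF and CEpiLC. Placing the first list of each pair at random 20 times gave mean indices of 0.0289, 0.0206 and 0.0223. On average over the 3 pairs, the index moved most with 500 bp intervals at the peak midpoints, to 0.260, 0.210 and 0.230. The closest pair was not fixed. Without chromosomes 6, 8 and 11 the index of SOX2-OFF and CEpiLC (0.449) exceeded that of SOX2-ON and SOX2-OFF (0.440), and among the strongest 50000 peaks of each list it did so as well (0.544 against 0.513).

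After merging of the 3 lists, 59287 of 219473 regions were covered by all 3 samples. A further 23039 were covered by SOX2-ON and SOX2-OFF but not CEpiLC, 15183 by SOX2-OFF and CEpiLC but not SOX2-ON, and 7197 by SOX2-ON and CEpiLC but not SOX2-OFF. Leaving out chromosomes 6, 8 and 11 lowered the count for the engineered line to 9584, below the 12569 of SOX2-OFF and CEpiLC. The setting that moved a class most was a −log10 q of at least 5, which left 463 regions in SOX2-ON and CEpiLC.

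Peaks exclusive to a sample numbered 37969 in SOX2-ON, 34489 in SOX2-OFF and 45425 in CEpiLC. Most were weak, with 55.6%, 69.7% and 76.3% of them under a −log10 q of 2. Chromosomes 6 and 8 held 31.7% of the SOX2-ON and 38.7% of the SOX2-OFF exclusive peaks, and chromosome 11 held 31.7% of those of CEpiLC. Leaving these 3 out, the counts were 24732, 20261 and 29620. A −log10 q of at least 5 moved the CEpiLC count most and left 13930, 8711 and 1229, whereas the strongest 50000 moved the others most and left 12269, 7192 and 9833.

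The strongest 20000 peaks of each list by −log10 p were then compared with the full lists of the other samples, since a strong peak is less apt to be missed for want of depth. SOX2-OFF lacked 1007 of the strong SOX2-ON peaks (5.04%, Wilson 95% interval 4.74 to 5.35), whereas SOX2-ON lacked 262 of the strong SOX2-OFF peaks (1.31%, 1.16 to 1.48). CEpiLC lacked 1719 strong SOX2-ON peaks (8.60%, 8.21 to 8.99), and SOX2-ON lacked 283 strong CEpiLC peaks (1.42%, 1.26 to 1.59). Between SOX2-OFF and CEpiLC few strong peaks were missing either way. CEpiLC lacked 212 strong SOX2-OFF peaks (1.06%, 0.927 to 1.21), and SOX2-OFF lacked 124 strong CEpiLC peaks (0.62%, 0.520 to 0.739). Leaving out chromosomes 6, 8 and 11 raised the shares between SOX2-ON and SOX2-OFF to 8.33% and 2.69%, those between SOX2-ON and CEpiLC to 12.4% and 2.79%, and those between SOX2-OFF and CEpiLC to 1.75% and 1.01%. Widening strong peaks to the top 50000 moved the shares by the most percentage points, to 15.9% of SOX2-ON peaks missing from SOX2-OFF and 9.44% in reverse, and to 24.0% of SOX2-ON peaks missing from CEpiLC. With the top 5000, only 3 of 5000 SOX2-ON peaks (0.06%) were then missing from SOX2-OFF and 0.04% in the reverse direction, so that the difference was not detectable.

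The share of SOX2-ON peaks missing from SOX2-OFF rose from 0.06% over the first 5000 ranks to 1.06% over the next 5000, 6.56% over ranks 10001 to 15000 and 12.5% over ranks 15001 to 20000, against 3.86% of SOX2-OFF peaks of those last ranks missing from SOX2-ON. Among weak peaks the order was the opposite, with 52.9% of SOX2-ON and 62.8% of SOX2-OFF peaks missing over ranks 100001 to 105000. Strong peaks found in no other list numbered 854 in SOX2-ON (4.27%, Wilson 95% interval 4.00 to 4.56), 21 in SOX2-OFF (0.105%, 0.0687 to 0.160) and 64 in CEpiLC (0.32%, 0.251 to 0.408). These shares without chromosomes 6, 8 and 11 were 7.22%, 0.24% and 0.525%. The top 50000 moved them by the most percentage points, to 13.6%, 3.01% and 7.17%, and the top 5000 lowered them to 0.02%, 0.04% and 0.04%.

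**Figure D2:**
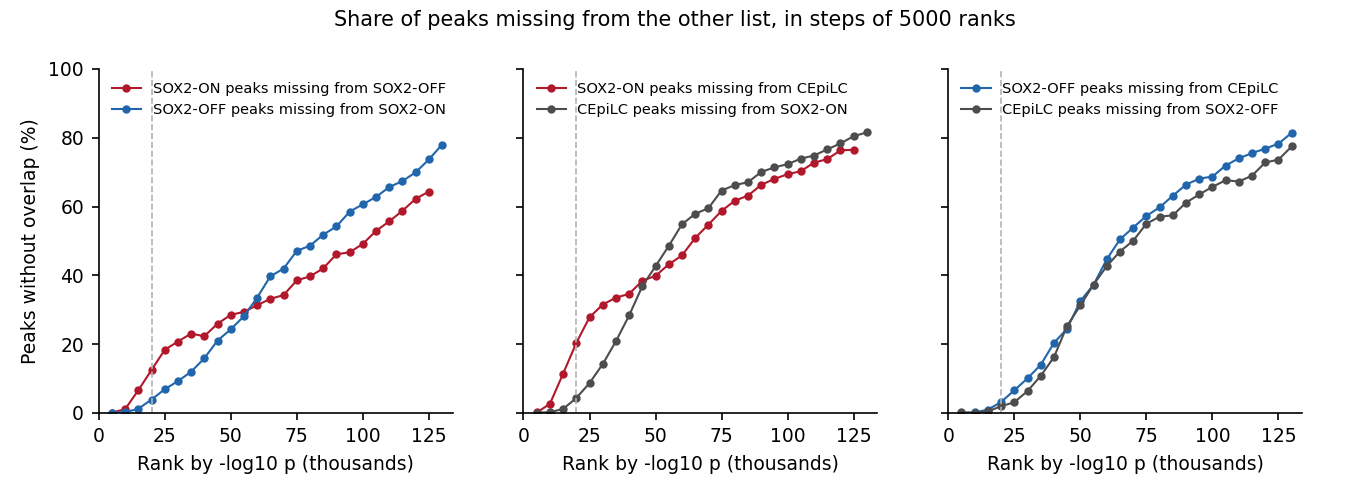
Percentage of peaks missing from the other list (y axis) by peak rank in steps of 5000 (x axis, strongest first, ranked by the authors' −log10 p), for each pair of lists in both directions, with a dashed line at the strongest 20000. Within the strongest 20000 peaks the SOX2-ON curves rise first, reaching 12.5% missing from SOX2-OFF at ranks 15001 to 20000.

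Strong exclusive SOX2-ON peaks lay away from promoters. Of all peaks, 12.6% in SOX2-ON, 12.5% in SOX2-OFF and 12.95% in CEpiLC lay within 1 kb of an annotated transcription start. Among peaks shared by all 3 samples the shares were 25.6%, 26.1% and 25.5%, and among exclusive peaks 1.48%, 1.53% and 2.22%. Only 9 of the 854 strong exclusive SOX2-ON peaks (1.05%, Wilson 95% interval 0.555 to 1.99) lay near a start, compared with 60.1% of all strong SOX2-ON peaks. Of the alternatives to the promoter share, a −log10 q of at least 5 moved it most, raising that of all CEpiLC peaks to 46.5%.

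The 3 strong exclusive peaks with the highest −log10 p in each list were chosen by a rule fixed beforehand. Coordinates are 1-based on mm10 (GRCm38). In SOX2-ON they lay on chromosome 17 at 76499914 to 76500868 (fold enrichment 6.86, −log10 p 185), on chromosome 10 at 55537092 to 55538372 (5.51 and 153) and on chromosome X at 114974555 to 114975766 (6.44 and 130). None of these 3 overlapped an annotated gene. The nearest coding genes were Fam98a at 947967 bp, Tbc1d32 at 475920 bp and Ube2dnl2 at 66044 bp. In SOX2-OFF the peaks lay on chromosome 16 at 91534631 to 91535063 (8.68 and 289, 12008 bp from Ifngr2) and, on a chromosome with an excess of peaks, on chromosome 8 at 3752891 to 3754489 (4.42 and 118, 3906 bp from Cd209a) and 55780232 to 55780612 (4.45 and 71.8, 90299 bp from Adam29). All 3 were intergenic. In CEpiLC they lay on chromosome 13 at 112578175 to 112578334 (18.4 and 624, in an intron of Il31ra), on chromosome 14 at 122568955 to 122569111 (8.21 and 133, in an intron of Pcca) and on chromosome 16 at 10975087 to 10975964 (3.17 and 31.3, over a Litaf exon and untranslated region).

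To ask which sequences marked these peaks, 13 motifs were counted in the central 200 bp of strong exclusive peaks and in 1000 sets of peaks shared by all 3 samples and matched on GC content and width. Over the 3 lists this made 39 comparisons, of which some would fall outside the central 95% by chance. A SOX motif occurred in 117 of 854 strong exclusive SOX2-ON peaks (13.7%, Wilson 95% interval 11.6 to 16.2), against a median of 5.74% in matched sets, whose central 95% ended at 7.49%. A GATA motif occurred in 9.60% (7.80 to 11.8) against 3.28% (upper bound 4.68%), and a FOXH1 motif in 3.63% (2.57 to 5.11) against 2.46% (upper bound 3.51%). FOXH1 lay inside the central 95% when whole peaks were scanned (79.3rd percentile) or peaks with few repeats were used (71.0th), a restriction chosen after seeing the data. The CTCF motif was rarer, at 1.87% against 8.31%, as was the CDX/HOX motif, at 4.80% against 6.91%. The count of motifs above their matched sets moved most when sets were matched on width only, from 3 to 8, and CDX/HOX then lay above its matched sets (99.9th percentile). It also did when whole peaks were scanned (100th percentile).

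The other lists gave few strong exclusive peaks. In SOX2-OFF, 3 of 21 held a SOX motif (14.3%, Wilson 95% interval 4.98 to 34.6), and as many held a FOX motif. Both shares equalled the upper bound of the central 95% of their matched sets (14.3%) and did not exceed it. Over all 34489 exclusive SOX2-OFF peaks the SOX motif was rarer than in matched sets, at 3.98% against 5.59%. In CEpiLC, 9 of 64 peaks held a CDX/HOX motif (14.1%, 7.58 to 24.6) against a median of 4.69%, and 1.56% held the CTCF motif against 12.5%. Both sets were richer in repeats than their matched peaks, with 45.6% against 22.6% repeat-masked bases in SOX2-OFF and 29.9% against 20.2% in CEpiLC. The restriction to peaks with few repeats was run for SOX2-ON only.

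The strong SOX2-ON peaks missing from SOX2-OFF were also compared with SOX2-ON peaks that SOX2-OFF contained, matched on strength, GC content and width, a test chosen after seeing the data. The SOX motif occurred in 13.3% of the 1007 missing peaks (Wilson 95% interval 11.3 to 15.5) against a median of 9.14% (upper bound 10.6%), and the GATA motif in 8.84% (7.24 to 10.8) against 5.56% (upper bound 6.65%). The FOXH1 motif was also more frequent, at 3.57% (2.59 to 4.91) against 2.28% (upper bound 3.08%), and the CTCF motif rarer, at 1.79% against 4.67%.

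**Figure D3:**
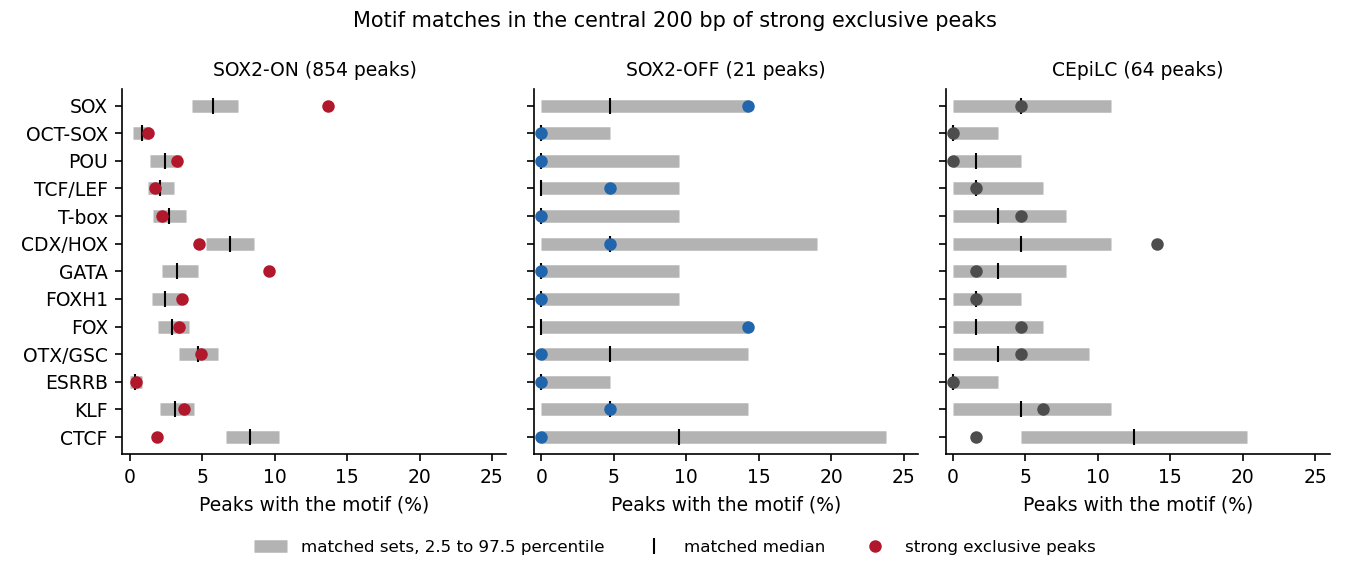
Percentage of strong exclusive peaks with at least 1 match (x axis) for each of 13 motifs (y axis), beside the median and the central 95% of matched sets of peaks shared by all 3 samples. In SOX2-ON (854 peaks) SOX (13.7%), GATA (9.60%) and FOXH1 (3.63%) lie above their matched sets, while CTCF (1.87%) and CDX/HOX (4.80%) lie below.

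Exclusive peaks were next counted around 4 sets of genes, covering naive pluripotency, anterior epiblast and neural identity, early streak and mesendoderm, and caudal epiblast and paraxial mesoderm. Counts within 50 kb of each gene were compared with those of 10000 random lists of genes with a like number of peaks. Around caudal genes SOX2-ON had 15 exclusive peaks against a random median of 36 (0.04th percentile), and the percentile moved most when only strong exclusive peaks were counted (26.3, with 0 peaks around these genes). SOX2-OFF had 10 around anterior genes against 21 (1.295th percentile). These were the only 2 of 12 comparisons outside the central 95%. The percentiles do not allow for peaks counted for more than 1 listed gene. Around naive pluripotency genes 40 exclusive peaks lay in SOX2-ON (random median 31, 86.3rd percentile), 29 in SOX2-OFF (28, 55.4th) and 31 in CEpiLC (42, 10.5th). The other 7 comparisons lay between the 6.75th and 75.0th percentiles. The caudal count in SOX2-ON without chromosomes 6, 8 and 11 was 13 against 23 (2.79th percentile), inside the central 95%, and the anterior count in SOX2-OFF was 8 against 18 (1.07th percentile). The naive pluripotency count in SOX2-ON was then 34 against 21 (96.8th percentile), also inside.

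At single loci chosen in advance, 2 held a strong exclusive peak, both in SOX2-ON. At Klf2 (chromosome 8, 72319033 to 72321656), on a chromosome with an excess of peaks in both samples of the engineered line, a peak at 72316151 to 72316613 (fold enrichment 2.47, −log10 p 77.4) lay 2419 bp upstream of the gene. At Pax3 (chromosome 1, 78101267 to 78197134), a peak at 78167621 to 78168357 (3.46 and 35.8) lay in an intron. Otx2, Nanog, Nodal, T, Cdx2, Meis3, Tbx6, Sox2 and Hprt had no strong exclusive peak in any list.

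In the opposite direction, 3 of these loci had a strong SOX2-OFF peak that SOX2-ON lacked and CEpiLC shared. Near T, it lay on chromosome 17 at 8396021 to 8399010 (fold enrichment 2.29, −log10 p 22.0), 35412 bp upstream of T and over exons of T2 and AC164431.1. At Tbx6, it lay on chromosome 7 at 126784713 to 126785663 (1.97 and 32.7), over an exon and untranslated region of Tbx6. Near Nanog, it lay on chromosome 6, which had an excess of peaks in both samples of the engineered line, at 122761061 to 122761305 (1.97 and 24.6), 46427 bp from the gene.

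At the start of Sox2 itself (chromosome 3, 34650405 to 34652461) all 3 lists had a peak, with −log10 p of 85.4 in SOX2-ON, 49.3 in SOX2-OFF and 18.1 in CEpiLC. Since −log10 p depends on the depth and enrichment of each library, these values rank peaks within a list and were not compared between lists. The transgene of the engineered line was made from Sox2 cDNA, so its reads can align to the Sox2 gene in mm10. In SOX2-ON and SOX2-OFF this peak may therefore include transgene reads, which could not be separated here.

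**Figure D4:**
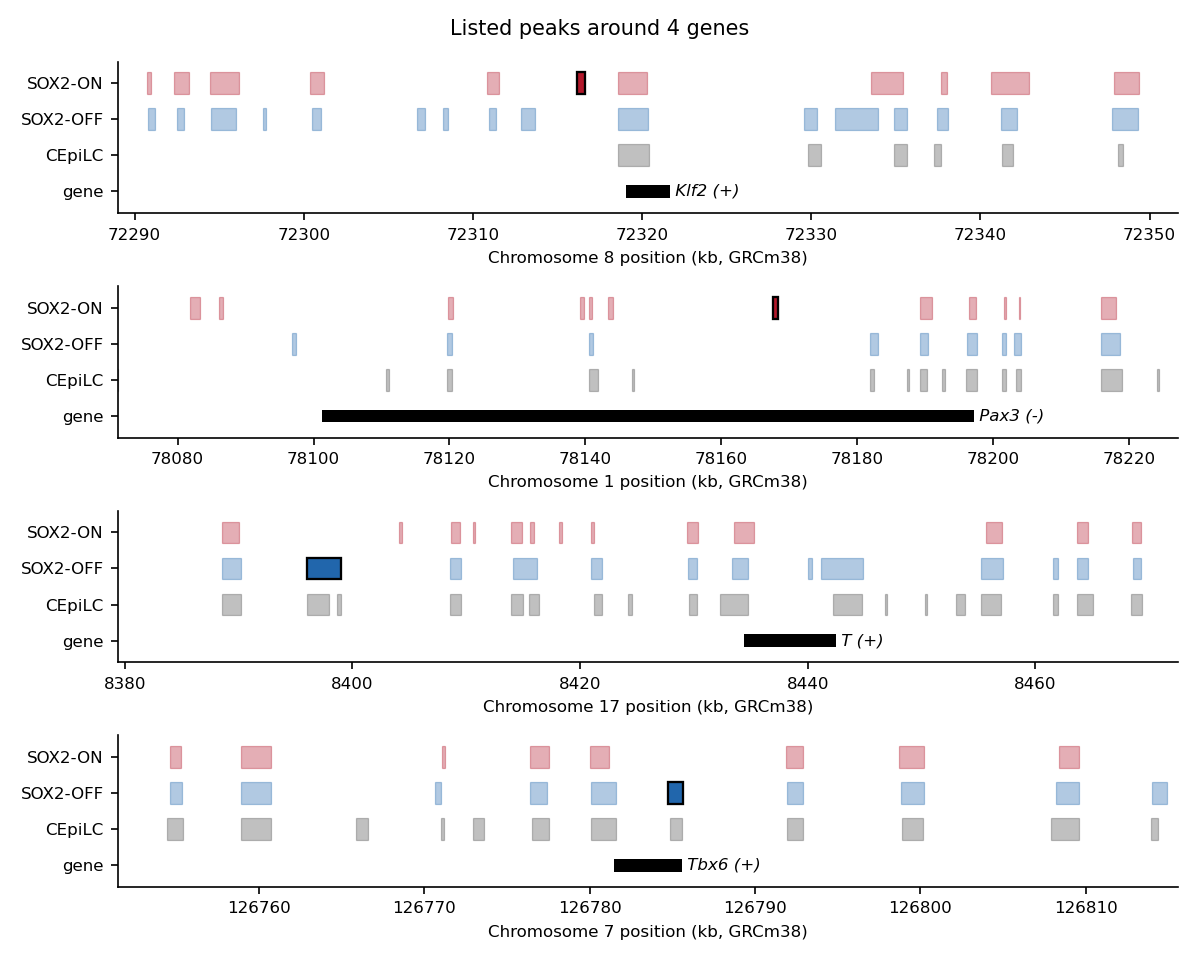
Peaks of the 3 lists (rows) along mm10 position (x axis, kb) around Klf2, Pax3, T and Tbx6, with peaks and genes to scale. Outlined full-colour bars are the strong peaks described in the text, among them the SOX2-ON peak 2419 bp upstream of Klf2 and the SOX2-OFF peak over Tbx6.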

Values the study reported

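From ChIP-seq in the same cell states, the study gave correlations of occupancy between CEpiLCs and SOX2-OFF cells of 0.87 for SOX2 and 0.90 for β-catenin. Between SOX2-ON cells and naive progenitors it gave 0.75 for SOX2 and 0.76 for β-catenin.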

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

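The settings without chromosomes 6, 8 and 11, the strength-matched motif comparison and the restriction to peaks with few repeats were chosen after the result was seen, and the others were planned. Values for single lists are in the order SOX2-ON, SOX2-OFF and CEpiLC. Values for pairs of directions run SOX2-ON against SOX2-OFF, SOX2-ON against CEpiLC, SOX2-OFF against SOX2-ON, SOX2-OFF against CEpiLC, CEpiLC against SOX2-ON and CEpiLC against SOX2-OFF. Jaccard indices run SOX2-ON with SOX2-OFF, SOX2-ON with CEpiLC and SOX2-OFF with CEpiLC. Except where a construction explains a shift, the cause was not tested.

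The excess of strong SOX2-ON peaks missing from SOX2-OFF over the reverse, and of those missing from CEpiLC over its reverse, kept its direction under all 8 alternatives, although among the strongest 5000 both differences were within counting error. With a 50% reciprocal overlap the missing shares were 11.3, 16.4, 6.31, 7.21, 7.58 and 7.59% and the strong exclusive shares 8.65, 2.69 and 3.44%. With the strongest 5000 as strong they were 0.06, 0.1, 0.04, 0.06, 0.04 and 0.1% missing and 0.02, 0.04 and 0.04% exclusive. With the strongest 50000 as strong they were 15.9, 24, 9.44, 11.2, 15.7 and 9.53% missing and 13.6, 3.01 and 7.17% exclusive. Ranked by fold enrichment they were 7.08, 11.6, 2.23, 2.25, 2.38 and 0.95% missing and 6.14, 0.26 and 0.505% exclusive. With 500 bp midpoint intervals they were 10.5, 13.6, 5.72, 5.72, 6.63 and 6.73% missing and 6.79, 2.12 and 2.81% exclusive. Leaving out chromosomes 6, 8 and 11, they were 8.33, 12.4, 2.69, 1.75, 2.79 and 1.005% missing and 7.22, 0.24 and 0.525% exclusive. Strong peaks there were still the strongest 20000 of the shorter lists and so reached to weaker peaks, which raises the missing shares by construction. A 1 bp overlap and autosomes alone left each of these shares inside its interval.

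Shares of shared peaks moved beyond their intervals under nearly all alternatives, as the intervals are narrow. With a 1 bp overlap they were 65.6, 51.9, 62.9, 56.7, 52.3 and 59.6%. With a 50% reciprocal overlap, which is stricter by construction, they were 43.4, 35, 42.8, 37.8, 34.8 and 38.2%, and exclusive peaks numbered 63578, 61087 and 70296. With midpoint intervals they were 55.6, 46.7, 54.9, 50.3, 46.6 and 50.7%, with Jaccard indices of 0.26, 0.21 and 0.23. On autosomes alone the share of CEpiLC peaks in SOX2-OFF was 58.9% and the index of SOX2-OFF with CEpiLC 0.374. Without chromosomes 6, 8 and 11 the shares were 64.9, 59.2, 62.4, 65.5, 54.2 and 62.8%, the first of them inside its interval, the indices 0.44, 0.400 and 0.449, and exclusive peaks numbered 24732, 20261 and 29620. The same setting left 9584 merged regions in SOX2-ON and SOX2-OFF alone and 82.2 Mb covered by SOX2-OFF.

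Stricter thresholds shorten the lists by construction. A −log10 q of at least 2 left 84500, 84954 and 69647 peaks, of which 24415, 20506 and 15080 were exclusive, with shared percentages of 68.1, 53.8, 66.3, 59.3, 65.7 and 74.6% and indices of 0.459, 0.411 and 0.444. Merged regions then numbered 13842 in SOX2-ON and SOX2-OFF alone, 8073 in SOX2-OFF and CEpiLC and 2540 in SOX2-ON and CEpiLC. A −log10 q of at least 5 left 13930, 8711 and 1229 exclusive peaks, shared percentages of 70.6, 52.3, 75.5, 60.3, 87.6 and 94.2% and indices of 0.525, 0.468 and 0.518. Regions in all 3 samples then numbered 24856, and those in the pairs, in the order above, 9188, 2314 and 463. The strongest 50000 peaks of each list covered 56.3, 63.8 and 53 Mb and held 12269, 7192 and 9833 exclusive peaks, with shared percentages of 72.5, 65.2, 71.6, 75.5, 65.6 and 77.3% and indices of 0.513, 0.466 and 0.544. Regions in all 3 samples numbered 30761, and those in the pairs 4980, 6975 and 1505. The share of CEpiLC peaks found in the other lists rose most at a −log10 q of at least 5. CEpiLC had the lowest inferred depth and the weakest peaks, and how far this limits the shares of peaks found or missing in it was not tested.

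Under both alternatives promoter shares kept their order, lowest in exclusive and highest in shared peaks. Within 5 kb of a start, by construction a wider zone, lay 18.5, 18.3 and 20.1% of all peaks, 32.7, 33 and 32.7% of shared and 6.34, 6.06 and 9.42% of exclusive peaks. At a −log10 q of at least 5 the shares within 1 kb were 29.1, 31.8 and 46.5%, 38.7, 36.8 and 48.8% and 1.25, 2.04 and 3.12%.

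The SOX motif lay above its matched sets in SOX2-ON under all 5 alternatives. In SOX2-OFF it lay at the upper bound of its matched sets for the 21 strong exclusive peaks but at the 0.0th percentile for all exclusive peaks. The FOX motif of SOX2-OFF went the same way (0.0th percentile). In CEpiLC the SOX motif fell from inside the range to the 0.0th percentile for all exclusive peaks. The CDX/HOX motif of SOX2-ON rose from below to above its matched sets when whole peaks were scanned (100th percentile) or sets were matched on width only (99.9th). The number of motifs above their matched sets in SOX2-ON was 5 with whole peaks, 5 with all exclusive peaks and 8 with width-only matching, and in CEpiLC 2 with all exclusive peaks. Motifs below their matched sets numbered 5, 8 and 10 with all exclusive peaks, against 2, 0 and 1 with strong exclusive peaks. Of 132 alternatives for single motifs other than SOX, 40 changed, with 33 stronger, 4 weaker and 3 reversed, those of FOX and CDX/HOX above. These counts take the FOX share of SOX2-OFF as above its matched sets, although it equalled their upper bound. Stronger here means a move from inside the central 95% to outside it, on either side. Some of these moves went against the original direction. With whole peaks the KLF motif of SOX2-ON went from the 80.05th to the 0.0th percentile. With all exclusive peaks the T-box motif of SOX2-OFF went from the 28.85th to the 100th. Both low gene-list percentiles came inside the central 95% in some settings. With 10 kb windows that of SOX2-ON at caudal genes was 5.01 and that of SOX2-OFF at anterior genes 4.89. With strong exclusive peaks alone, where neither list had a peak and the test says nothing, they were 26.3 and 49. Without chromosomes 6, 8 and 11 the first was 2.79. The other 31 of 36 gene-list alternatives stayed on the same side of the threshold.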

Other observations

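Chosen after the result was seen were the tests of mappability and of depth for the chromosome excess, those of enrichment on the other pairs, of SOX2-OFF peak strength, of depth and of chromosomes 6, 8 and 11 for the missing peaks, the strength-matched SOX comparison, the restriction to peaks with few repeats and the reorderings of the SOX and GATA motifs, whereas the promoter pileup and backward motif tests were set up once their pattern was known but before their own values were.

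The excess of peaks on chromosomes 6 and 8 in both samples of the engineered line, and on chromosome 11 in CEpiLC, was made up largely of weak peaks spread along each chromosome. In SOX2-ON every one of 14 full 10 Mb bins of chromosome 6 held between 325 and 916 peaks under a −log10 q of 2, and in CEpiLC each of 12 bins of chromosome 11 held between 771 and 1111. Mappability and the reference build are argued against, since they would act on all lists, while CEpiLC had 0.930 times its median density on chromosome 6. Depth is argued against as well, since it would act on all chromosomes, while CEpiLC, the library with the lowest inferred depth, reached 3.98 times its median on chromosome 11. A gain of whole chromosomes was tested at peaks that overlapped a transcription start and were shared by all 3 samples. Their pileup on chromosomes 6, 8 or 11, relative to the other autosomes, was 1.29 to 1.499 times that of the line without the excess, with a median over 6 ratios of 1.44. The 32 ratios of the 16 other autosomes lay between 0.941 and 1.07. The X chromosome had relative pileups of 0.578 in SOX2-ON, 0.619 in SOX2-OFF and 0.631 in CEpiLC. A candidate explanation is therefore an extra copy of chromosomes 6 and 8 in many cells of the engineered line and of chromosome 11 in many cells of the wild-type culture. A modest rise in pileup could lift many background windows just past the calling threshold, as a single genome-wide background is the floor of the test. Neither reads nor karyotypes were analysed here. No biological explanation in terms of SOX2 was tested, but the excess was alike in SOX2-ON and SOX2-OFF and so did not follow doxycycline.

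The closest pair of samples by Jaccard index depended on the setting. Over full lists and all chromosomes it was SOX2-ON and SOX2-OFF. It was SOX2-OFF and CEpiLC without chromosomes 6, 8 and 11 (0.449 against 0.440), and also with these chromosomes kept among the strongest 50000 peaks of each list (0.544 against 0.513).

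More strong SOX2-ON peaks were missing from SOX2-OFF (5.04%) than the reverse (1.31%). Gained chromosomes are argued against as the cause, since both samples share them and the shares without chromosomes 6, 8 and 11 were 8.33% and 2.69%. A difference in depth is argued against, since the inferred depth of SOX2-OFF was 1.00 times that of SOX2-ON, as far as the fragment length assumption holds. The SOX2-ON library was the more enriched, with strong peaks 12.0 times the background against 8.63 times in SOX2-OFF and 5.48 times in CEpiLC, so its list could reach further. As the whole cause this is argued against by CEpiLC, which was the least enriched and lacked 1.06% of strong SOX2-OFF peaks. The same CEpiLC list lacked 8.60% of strong SOX2-ON peaks, the order that enrichment predicts, so enrichment as a part of the cause stays open. Sites that fell just short of the calling threshold in SOX2-OFF cannot be told apart from sites that were closed there. Beyond the first 5000 ranks, 1004 strong SOX2-ON peaks were missing, and of the SOX2-OFF peaks found at SOX2-ON peaks of like strength 6.55% had a −log10 p under 5, in a list that reached down to 2.54. The planned form of this test, on the strongest 5000 peaks, said nothing, since under 0.1% were missing in either direction. Part of the difference may still come from enrichment, and with 1 sample per group variation between preparations was not tested. Induction of SOX2, which the design names, stays open as a hypothesis.

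The SOX motif bears on that hypothesis, and its test was mixed. Against SOX2-ON peaks of like strength, GC content and width that SOX2-OFF contained, the missing peaks held the motif 1.46 times as often, past the central 95% of matched sets. The OCT-SOX motif lay inside the central 95% of its matched sets there (24.15th percentile). Reorderings of the SOX motif had a median ratio of 1.204 between the same peaks, and 31 of 200 reached the ratio of the real motif. Read backwards, the SOX motif was 1.68 times as frequent in the missing peaks (7.85% against 4.67%), also past the central 95%. Base composition beyond GC content may therefore account for the difference between missing and contained peaks. Against peaks shared by all 3 samples, the 854 strong exclusive SOX2-ON peaks held the SOX motif 2.36 times as often (over the 100 matched sets used for the reorderings), and 1 of 200 reorderings did so as strongly. The backward SOX motif was also more frequent there (8.43% against 4.45%). Among the 313 strong exclusive peaks with few repeats it lay inside the central 95% (7.35% against 5.11%, 95.5th percentile). The peaks shared by all 3 samples were not matched on strength. Promoter peaks made up 25.6% of all such SOX2-ON peaks and 1.05% of the strong exclusive ones. Their share in the matched sets was not measured. This comparison may therefore not separate SOX2 from the general difference between promoters and distal sites.

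The GATA motif was 2.93 times as frequent in strong exclusive SOX2-ON peaks as in the median matched set, and 2.80 times over the 100 sets used for the reorderings. Repeats that carry the motif are argued against, since among the 313 peaks with few repeats the motif occurred in 13.4%, against 3.51% in matched sets. Base composition cannot be told apart from a preference for the motif itself. The backward motif, with the same bases, occurred in 6.56% of peaks, past the upper bound of 4.92% in matched sets, which points to composition, whereas 1 of 200 reorderings reached the ratio of the real motif. In strong SOX2-ON peaks missing from SOX2-OFF, set against SOX2-ON peaks of like strength, the GATA ratio over the reordering sets was 1.60, and 16 of 200 reorderings reached it, which is within their central 95%. GATA and SOX motifs did not keep company. Of 117 peaks with a SOX motif and 82 with a GATA motif, 6 held both, against 11.2 if the motifs were placed independently, and a GATA motif was present in 5.13% of peaks with a SOX motif and in 10.3% of those without. Expression of GATA factors was not analysed here, and no biological explanation was tested.

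The peak with the highest −log10 p exclusive to CEpiLC was 160 bp wide, close to the smallest width in that list (149 bp), had a fold enrichment of 18.4 and ranked number 9 among all CEpiLC peaks. It lay in an intron of Il31ra, on chromosome 13. The next, in an intron of Pcca, was 157 bp wide and ranked number 34. The ranks of these CEpiLC peaks stand apart from those of the leading exclusive peaks of SOX2-ON (4743, 5956 and 7023). That of the third CEpiLC peak, over Litaf, did not (6218). The leading exclusive SOX2-OFF peak, 12008 bp from Ifngr2, was 433 bp wide and ranked number 239. The next SOX2-OFF peaks, both on chromosome 8, ranked number 4599 and 8802. Repeat-masked bases made up 0.0% of the Il31ra peak, 100% of the Pcca peak and 24.7% of the Litaf peak. In rank order their share was 79.3%, 23.3% and 19.3% in the leading SOX2-ON peaks and 6.24%, 12.2% and 59.6% in those of SOX2-OFF. No explanation was tested for these peaks.

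At Hprt (chromosome X, 52988137 to 53021659), the site of the transgene in the engineered line, no list had a peak within 1 kb of the start, and the nearest peaks lay 25564 bp from the gene in SOX2-ON, 25999 bp in SOX2-OFF and 30862 bp in CEpiLC. A peak lay near the start of 488 of 948 X-linked genes in SOX2-ON (51.5%), 493 in SOX2-OFF (52.0%) and 478 in CEpiLC (50.4%). The wild-type sample lacked the peak too, so the transgene alone does not account for its absence. Per the paper, the wild-type control was the parental HM1 TetON line, and integrants at Hprt were selected in HAT medium. The Hprt locus of the parental line was not examined here, and no explanation was tested.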
